# Fast-evolving microRNAs are highly expressed in the early embryo of *Drosophila virilis*

**DOI:** 10.1261/rna.041657.113

**Published:** 2014-03

**Authors:** Maria Ninova, Matthew Ronshaugen, Sam Griffiths-Jones

**Keywords:** microRNAs, *Drosophila*, development, evolution, embryogenesis

## Abstract

MicroRNAs are short non-protein-coding RNAs that regulate gene expression at the post-transcriptional level and are essential for the embryonic development of multicellular animals. Comparative genome-scale analyses have revealed that metazoan evolution is accompanied by the continuous acquisition of novel microRNA genes. This suggests that novel microRNAs may promote innovation and diversity in development. We determined the evolutionary origins of extant *Drosophila* microRNAs and estimated the sequence divergence between the 130 orthologous microRNAs in *Drosophila melanogaster* and *Drosophila virilis*, separated by 63 million years of evolution. We then generated small RNA sequencing data sets covering *D. virilis* development and explored the relationship between microRNA conservation and expression in a developmental context. We find that late embryonic, larval, and adult stages are dominated by conserved microRNAs. This pattern, however, does not hold for the early embryo, where rapidly evolving microRNAs are uniquely present at high levels in both species. The group of fast-evolving microRNAs that are highly expressed in the early embryo belong to two *Drosophilid* lineage-specific clusters: mir-310∼313 and mir-309∼6. These clusters have particularly complex evolutionary histories of duplication, gain, and loss. Our analyses suggest that the early embryo is a more permissive environment for microRNA changes and innovations. Fast-evolving microRNAs, therefore, have the opportunity to become preferentially integrated in early developmental processes, and may impact the evolution of development. The relationship between microRNA conservation and expression throughout the development of *Drosophila* differs from that previously observed for protein-coding genes.

## Abstract (precis)

In this paper, the authors have used deep sequencing and state-of-the-art computational analysis tools to address the relationships of microRNA evolutionary origins, rates, and expression patterns in a developmental context in two species, *Drosophila melanogaster* and *Drosophila virilis*. They find that early stages of embryogenesis are uniquely characterized by high levels of rapidly evolving and lineage-specific microRNAs. They propose that fast-evolving and newly emerged microRNAs may be implicated in the evolution of insect development. Their analyses suggest that the early embryo is a more permissive environment for microRNA changes and innovations.

## INTRODUCTION

MicroRNAs are short, non-protein-coding RNAs that regulate the production of protein from coding mRNAs by sequence-specific translational inhibition or transcript degradation. Since the discovery of lin-4 and let-7 as important regulators of developmental timing in *Caenorhabditis elegans* (Lee et al. 1993; Reinhart et al. 2000), increasing evidence has highlighted the crucial role of microRNAs in diverse developmental processes including cell fate decision, differentiation, axis formation, morphogenesis, and organogenesis in both protostome and deuterostome animals (Kloosterman and Plasterk 2006). Conservative computational predictions suggest that microRNAs target one- to two-thirds of protein-coding genes in animals (Grün et al. 2005; Lewis et al. 2005; Friedman et al. 2009).

For protein-coding genes, it is well-established that there is a strong positive correlation between sequence conservation and expression levels (Subramanian and Kumar 2004), and similar trends have also been also reported for microRNAs (Liang and Li 2009; Shen et al. 2011; Meunier et al. 2012; Roux et al. 2012). The functional relevance of nonconserved microRNAs is the subject of much debate, as they are often reported to be expressed at low levels or during restricted stages of development (Berezikov 2006; Chen and Rajewsky 2007; Lu 2008; Liang and Li 2009; Meunier et al. 2012; Roux et al. 2012). Despite a general positive correlation between sequence conservation and expression, conservation of the protein-coding transcriptome is not uniform across different stages of development (Davis et al. 2005; Hazkani-Covo et al. 2005; Cruickshank and Wade 2008; Roux and Robinson-Rechavi 2008; Domazet-Lošo and Tautz 2010; Kalinka et al. 2010; Irie and Kuratani 2011; Kalinka and Tomancak 2012; Quint et al. 2012). For example, the protein-coding transcriptome of adult animals has been shown to be less conserved than that of the embryo in both invertebrates and vertebrates (Domazet-Lošo and Tautz 2010). This is suggested to be a consequence of significant canalization of particular cellular processes, deployed at specific developmental stages, which are less robust to the consequences of mutations (Davis et al. 2005; Hazkani-Covo et al. 2005; Cruickshank and Wade 2008; Roux and Robinson-Rechavi 2008; Domazet-Lošo and Tautz 2010; Kalinka et al. 2010; Irie and Kuratani 2011; Kalinka and Tomancak 2012; Quint et al. 2012). It has been suggested that microRNAs have birth and death dynamics distinct from protein-coding genes, and that they act as buffers contributing to canalization of developmental processes (Hornstein and Shomron 2006; Peterson et al. 2009). In the light of these observations, we explored the relationship between microRNA evolutionary rates and their expression levels in a developmental context.

Arthropods have been widely used as models to explore the intersection between development and evolution (Angelini and Kaufman 2005; Peel et al. 2005; Peel 2008). Most of our current understanding of microRNA evolution and function in arthropods comes from studies in *Drosophila melanogaster* and related Drosophilid species (Ruby et al. 2007). As a leading model organism, the microRNA repertoire of *D. melanogaster* has been well-characterized experimentally. Some *D. melanogaster* microRNAs are members of widely conserved animal microRNA families; however, a substantial fraction of its microRNA complement is lineage- or species-specific. For example, fruit flies (*Diptera*) and beetles (*Coleoptera*) diverged ∼300 mya (Wiegmann et al. 2009) and share only one-third of their microRNA gene set, with the remaining microRNAs emerging after their split (Marco et al. 2010).

The majority of fruit fly microRNAs are expressed in distinct and characteristic spatio-temporal patterns throughout development, as evident from in situ hybridization, Northern blotting, and next-generation sequencing (Aravin et al. 2003; Aboobaker et al. 2005; Biemar et al. 2005; Ruby et al. 2007). However, existing staged embryonic data sets to date are limited to a single species, *D. melanogaster*, and sample relatively broad developmental time points. In order to obtain a more detailed picture of microRNA dynamics during arthropod embryogenesis, and simultaneously provide a basis for comparative studies, we generated precisely timed small RNA libraries of developing and adult *Drosophila virilis*. *D. melanogaster* and *D. virilis* diverged ∼63 million years ago (Tamura et al. 2004) and represent the two main subgenera of fruit flies: *Sophophora* and *Drosophila*. We used state-of-the-art RNA similarity search tools to identify and explore the evolutionary histories of orthologous microRNAs between *D. melanogaster* and *D. virilis* and calculate the rates of evolutionary divergence. We then assessed the relative expression levels of microRNAs evolving at different rates across developmental time in *D. virilis*. We find that early embryogenesis is uniquely characterized by elevated levels of fast-evolving microRNAs. Although with lower temporal resolution, previous data in *D. melanogaster* shows a similar trend, suggesting this phenomenon is conserved. We propose that this pattern reflects either specific functional roles for fast-evolving microRNAs in early development or that there is selection against mutations in microRNAs that are expressed in later stages due to pleiotropic consequences. Detailed examination of these fast-evolving early development microRNAs shows that they are members of two clusters that emerged in the last common ancestor of the Drosophilids.

## RESULTS

### Identification of origins and evolutionary rates of *D. virilis* microRNAs

We used the experimentally supported set of *D. melanogaster* microRNA sequences to search for conserved microRNAs in *D. virilis*. In total, we identified 131 *D. virilis* homologs, 130 of which have an unambiguous 1-to-1 ortholog in *D. melanogaster* (as determined by best reciprocal hits and synteny). In order to gain an insight into the relationship between microRNA age and rate of sequence divergence, we estimated the evolutionary origins of the microRNA families that are conserved between *D. virilis* and *D. melanogaster*. MicroRNA origins were inferred using the parsimony method, based on the range of species in which homologous sequences could be confidently identified (see Materials and Methods). The number of conserved Drosophilid microRNAs that emerged on each phylogenetic branch is shown in Figure 1A (see Supplemental Table S1 for the full list of queried species). Previous studies in *D. melanogaster* suggested that the microRNAs that emerged before the diversification of the Drosophilids evolve slower than those that appeared afterward (Nozawa et al. 2010). We aligned the *D. virilis* and *D. melanogaster* orthologs and calculated the substitutions per site for microRNAs from the different evolutionary age groups in the whole hairpin region, the mature sequences, the 6-mer seed region (positions 2–7), and in the loop and stem extension (Fig. 1B). Consistent with previous studies (Lu et al. 2008; Nozawa et al. 2010) and on a broader time scale, we find that the more ancient microRNAs have undergone fewer changes between *D. melanogaster* and *D. virilis* than microRNAs that have emerged more recently in all parts of the hairpin, including the functional mature sequences and seed regions. Thus, the sequences of young microRNAs change faster than old microRNAs. The few outliers—microRNAs to which an old age was assigned but which have high evolutionary rates—are homologs of ancient microRNAs that emerged more recently by duplication. There is a significant positive correlation between the evolutionary rates of the hairpin sequence inside and outside the mature microRNA region (Pearson's *r* = 0.38; *P* < 10^−5^).

**FIGURE 1.**
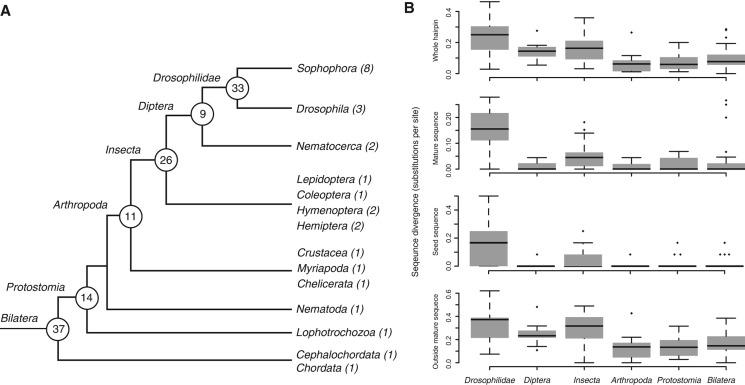
Origins and divergence of *Drosophila* microRNAs. (*A*) Tree shows taxa of the animals in which homologs of the *Drosophila* microRNAs were searched. MicroRNAs were assigned an evolutionary age depending on the most distant species in which a member of the same family was identified. The number of microRNAs that emerged on each branch is shown. (*B*) Numbers of substitutions per site between *D. melanogaster* and *D. virilis* orthologous microRNAs of different evolutionary origins, in the whole hairpin, the mature sequence, the seed sequence, and the stem extension and loop region (outside mature). *X*-axis labels indicate the age of each microRNA, as in *A*.

### MicroRNA developmental expression profile in *D. virilis*

In order to create a detailed data set of microRNA expression across *D. virilis* development, we generated small RNA libraries from embryos at precisely timed 2-h intervals covering the first 16 h of its embryogenesis, 16- to 30-h embryos representing later stages until hatching, third instar larvae, and adult animals. 

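The data comprise 11 small RNA libraries, 1 per stage, with no replicates. The 9 embryonic libraries cover 8 consecutive 2-h intervals from 0 to 16 h and 1 interval from 16 to 30 h, and the other libraries are from larvae and from adults aged 7 to 10 d. For each library the authors deposited distinct read sequences, after removal of the adaptor, with the number of times each was read. Whether some reads had been filtered out first is not stated. These counts are not normalized and carry no genome position and no microRNA name. They sum to 142679 reads at 0–2 h, 101004 at 2–4 h, 615649 at 4–6 h, 683601 at 6–8 h, 780293 at 8–10 h and 797177 at 10–12 h. The later libraries hold 538864 reads at 12–14 h, 479642 at 14–16 h, 1009798 at 16–30 h, 319907 in larvae and 719506 in adults. The paper's reported depth is 20 M reads per sample (M, mega), and the values given here use the totals in the files, whose median is 615649 reads. Reads were assigned to 15 hairpins of D. virilis transcribed from Figs. 4C and 5A. The genome to which the paper mapped its reads was not used here, so the other microRNAs could not be placed. A read was counted when it had 19 to 24 nt and lay wholly within a hairpin with at most 1 mismatch, and a read that matched several hairpins was divided equally among them. Levels are given relative to all reads of 19 to 24 nt in the library without the mir-286 and mir-956 sequences, which range from 50920 reads at 2–4 h to 646472 at 16–30 h. That total also includes short reads that are not microRNAs, so a share of it can be lower than a share of microRNA reads. Intervals are exact Clopper-Pearson 95% intervals, which describe sampling of reads within a library and not variation between animals.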

Samples were sequenced on the Illumina HiSeq 2000 platform yielding ∼20 million reads for each sample. Eighty to ninety-six per cent of these reads mapped to the *D. virilis* genome with no more than one mismatch. The small RNA content was dominated by reads of ∼30 nt, followed by reads of ∼22- to 23-nt length (Supplemental Fig. S1A). 

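In the deposited counts, reads of 23 nt were the most frequent length in each of the 8 libraries from 2–4 h to 16–30 h, where they made up 22.2% of the reads at 2–4 h, 72.9% at 4–6 h and 40.3% at 16–30 h (no replicates). Reads of 22 nt were the most frequent length at 0–2 h (22.5%), in larvae (32.3%) and in adults (42.1%). Reads of 30 nt made up 5.2% of the reads at 0–2 h, 5.1% at 2–4 h and between 0.8% and 1.6% in the other libraries. Ribosomal RNA may have been removed before deposition, so these percentages need not describe all sequenced reads. Reads of 19 to 24 nt accounted for 54.6% of the 0–2 h library, 62.3% of the 2–4 h library, 74.9% of the larval library and 84.3% to 91.8% of the others.

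**Figure D1:**
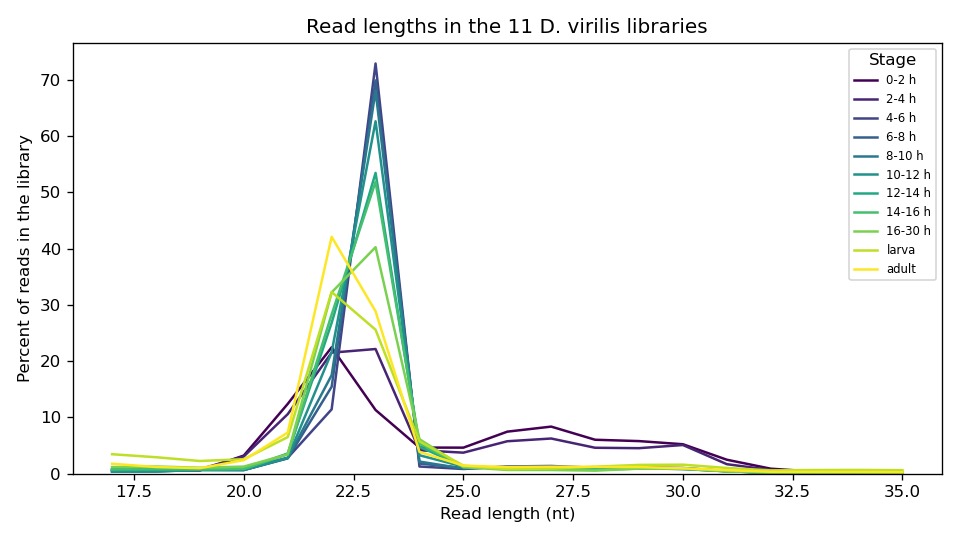
Percentage of reads (vertical axis) at each read length from 17 to 35 nt (horizontal axis), with a line for each of the 11 libraries. The 4–6 h library peaks at 23 nt with 72.9% of its reads, while the 0–2 h and 2–4 h libraries also carry a broad group of reads from 25 to 30 nt.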

This distribution is expected, because the 30-nt *Drosophila* 2S ribosomal RNA is abundant in small RNA libraries. Between 44% and 90% of the short reads (19–24 nt) mapping to the genome in each library map to microRNAs (Supplemental Fig. S1B). We found evidence of expression for 117 of the 131 computationally predicted homologs of *D. melanogaster* microRNAs. In addition, using a conservative pipeline for microRNA annotation previously established in our lab (Marco et al. 2010), we identified 13 candidate novel microRNAs unique to the *virilis-repleta* group (Supplemental Fig. S2). The majority of the novel *D. virilis-*specific microRNAs are localized in introns of annotated genes and/or are clustered in the genome, supporting the hypothesis that new microRNAs emerge more frequently in regions that are actively transcribed (Berezikov et al. 2010; Campo-Paysaa et al. 2011; Marco et al. 2013b). Numbers of reads mapping to *D. virilis* microRNAs in each library are shown in Supplemental Table S2. 

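Reads of mir-286 were counted as those of 19 to 24 nt that overlapped the sequence TGACTAGACCGAACACTCGTGCT by at least 17 nt with at most 1 mismatch, and reads of mir-956 in the same way with TTTCGAGACCACTCTAATCCATT. Neither name is given in the files. The paper states that both microRNAs lie far above the next one in their libraries, without saying which libraries. The sequences were therefore taken as the dominant reads of most embryonic libraries and of the adult library, and the names given to them are an assumption. Choosing dominant reads also partly fixes the ratios below. At 4–6 h, 432454 reads were assigned to mir-286, 28.2 times as many as to the next most abundant sequence family, which had 15310 reads (no replicates). The ratio was 17.7 at 6–8 h, 15.2 at 8–10 h, 8.64 at 10–12 h, 4.88 at 12–14 h, 3.95 at 14–16 h and 1.79 at 16–30 h. It was 0.0994 at 0–2 h, 1.10 at 2–4 h, 0.0308 in larvae and 0.00053 in adults. For mir-956, 313306 reads were counted in adults against 52343 for the next family, a ratio of 5.99, and 28152 in larvae against 25824, a ratio of 1.09. In the embryonic libraries the ratio for mir-956 was at most 0.114, at 16–30 h. Restricting both counts to exact matches changed the largest ratio for mir-286 from 28.2 to 30.2 and that for mir-956 from 5.99 to 5.92.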

Two microRNAs, mir-286 and mir-956, have read counts that are one to two orders of magnitude higher than the next most highly expressed microRNA in the corresponding library; these sequences were excluded from further analyses.

Both the absolute numbers of expressed microRNAs and the total proportion of reads that map to microRNAs increase over developmental time (Fig. 2A,B). Approximately half of the microRNAs were detected in all examined libraries, while the rest have narrower temporal expression profiles (Fig. 2C). We find a small yet significant negative correlation between the sum of microRNA expression levels across all libraries and sequence divergence (between *D. virilis* and *D. melanogaster*) of the hairpin sequence (Fig. 2D) and a positive correlation between the expression level and the temporal breadth of expression (Fig. 2E). Figure 2E shows the expression level as the average across libraries where a given microRNA is expressed. A similar correlation is seen if expression level is represented either by the sum or the maximum expression level across all tissues (data not shown). MicroRNAs expressed in all sampled time points (11 developmental stages) have significantly fewer substitutions in their hairpin structure than those absent from one or more libraries (Fig. 2F), and the correlation between microRNA temporal expression range and sequence divergence is negative (ρ = −0.35, *P* < 10^−5^). Altogether, our results suggest that conserved microRNAs are more highly and more broadly expressed in *D. virilis* than more rapidly evolving microRNAs. This is consistent with data for both microRNAs and protein-coding genes from other organisms (Subramanian and Kumar 2004; Shen et al. 2011).

**FIGURE 2.**
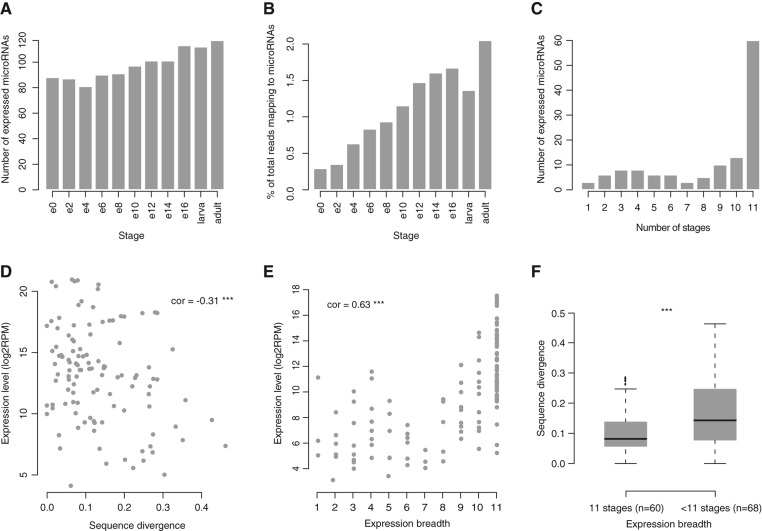
MicroRNA expression in *D. virilis* small RNA libraries. Samples include nine embryonic stages: 0- to 2-h embryo (e0), 2- to 4-h embryo (e2), etc., 16- to 30-h embryo (e16), larvae and adults. (*A*) Number of individual microRNAs detected in each library. (*B*) Percentage of reads mapping to microRNAs with respect to the total number of reads mapping to the genome in each library. (*C*) MicroRNA expression breadth. Graph shows the numbers of microRNAs expressed in a number of developmental stages from 1 (single stage) to 11 (all stages). (*D*) Scatter plot of the relationship of summed microRNA expression level in all libraries and microRNA hairpin sequence divergence. (*E*) Scatter plot of the relationship of summed microRNA expression levels and microRNA expression breadth. Pearson's product-moment correlation value is shown in the body of *D* and *E*. (***) *P* < 0.001. (*F*) Box plot of microRNA hairpin sequence divergence of microRNAs expressed at all developmental stages (11 stages) and microRNAs expressed at fewer developmental stages (<11 stages). Mean values are significantly different [Student's *t*-test; (***) *P* < 0.001].

### Abundance and conservation of microRNAs at different stages of *D. virilis* development

Despite the overall correlation between expression levels and evolutionary conservation of protein-coding genes (Subramanian and Kumar 2004), transcriptome studies in a developmental context have indicated that the evolutionary age and both sequence and expression divergence of protein-coding transcripts varies between different stages of embryogenesis in both animals and plants (Davis et al. 2005; Domazet-Lošo and Tautz 2010; Kalinka et al. 2010; Quint et al. 2012). This motivated us to explore the relationship between microRNA expression levels and evolutionary rates at each individual stage of fruit fly development. We grouped *D. virilis* microRNAs according to their substitution rates, measured across the microRNA hairpin, into three equally sized bins—microRNAs with low, medium, and high numbers of substitutions per site. Figure 3A shows the relative contribution of microRNAs from each group to the overall microRNA landscape at each developmental stage. In the early embryo, the relative levels of the microRNAs from the three groups are roughly similar. However, as the developmental time progresses, the levels of fast-evolving microRNAs decrease, reaching a minimum in the larva and in the adult organism, where conserved microRNAs dominate. We next asked if this trend holds for the functional products of the microRNA hairpin—the mature arms. It is well-established that the majority of substitutions in the microRNA hairpins are outside the mature sequences, as shown in Figure 1B (Nozawa et al. 2010; Shen et al. 2011). Indeed, most mature products from the orthologous microRNAs between *D. virilis* and *D. melanogaster* are perfectly conserved. Nevertheless, 43 mature sequences have undergone one or two substitutions since the two species diverged, and 46 have three or more differences. Figure 3B shows the relative levels of mature sequences from these groups at different developmental stages. 

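Of the 12 fast-evolving mature microRNAs shown in Fig. 3D, the sequences of 6 are given in Figs. 4C and 5A, namely miR-310-3p, miR-311-3p, miR-311-5p, miR-6-1-5p, miR-6-3-5p and miR-309-3p. All 6 come from the clusters that the paper singled out for high levels in the early embryo of these libraries. Their decline was thus largely fixed by this choice and does not test the fast-evolving microRNAs as a class. Together the 6 microRNAs made up 25.5% of the total at 0–2 h (95% interval 25.2% to 25.8%, no replicates), 27.1% at 2–4 h (26.7% to 27.4%) and 22.5% at 4–6 h (22.3% to 22.8%). Their share was 7.74% at 6–8 h (7.61% to 7.86%), 2.27% at 10–12 h (2.21% to 2.32%) and 0.480% at 16–30 h (0.464% to 0.497%). In larvae it was 0.0375% (0.0297% to 0.0467%), and in adults 0.607% (0.579% to 0.635%). Against the order of the 11 stages, Spearman's rho was −0.964 and Pearson's r −0.876, each with a permutation p of 1e-05, the smallest that 100000 resamples can give. Among the 4 trends computed, the Benjamini-Hochberg adjusted p was 1e-05 for both coefficients. Without the 0–2 h and adult libraries, r was −0.862 (exact permutation p = 5.51e-06, the smallest possible for 9 libraries). The 16–30 h library differs from the others in its longest reads and in its undetermined first bases. Without it, rho was −0.976 and r −0.867 (permutation p = 3e-05 and 0.00078), and as a batch of 1 library it allows no trend of its own. Among the alternatives that keep Spearman's coefficient, leaving out the 0–2 h and adult libraries changed it most, to −1. The paper reads the higher levels in the first stages as showing that the pattern seen for hairpins also holds for their mature products.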

Again, we observe elevated levels of fast-evolving microRNAs in the early embryo compared with later stages. 

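With the counts of the same 6 fast-evolving mature microRNAs divided by all reads in each file, in place of the reads of 19 to 24 nt without mir-286 and mir-956, their share was 13.6% at 0–2 h (95% interval 13.4% to 13.7%, no replicates). It was 13.6% at 2–4 h (13.4% to 13.9%), 4.48% at 4–6 h (4.43% to 4.53%), 0.307% at 16–30 h (0.297% to 0.318%) and 0.255% in adults (0.243% to 0.267%). Which reads map to the genome is not recorded in the files, so this total stands in for the genome-mapped reads. It includes mir-286, which had 11569 of 101004 reads at 2–4 h and 432454 of 615649 at 4–6 h. Much of the drop between these stages is therefore dilution. Relative to reads of 19 to 24 nt without mir-286 and mir-956, the share went only from 27.1% to 22.5%. Over the 11 stages, rho was −0.982 and r −0.797 (permutation p = 1e-05 for each, the smallest the resamples can give, and 1e-05 after Benjamini-Hochberg adjustment over 4 trends). Leaving out the 0–2 h and adult libraries gave r = −0.743 (exact permutation p = 5.51e-06). Without the 16–30 h library, rho was −0.976 and r −0.789 (permutation p = 3e-05 and 0.00495). Normalization by median-of-ratios size factors over 226 sequence families gave the rho farthest from this, −0.945 (permutation p = 3e-05). The paper reports the pattern under both of its totals.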

This pattern holds not only using values relative to the total number of reads mapping to microRNAs but also when microRNA read counts are normalized against the total number of reads mapping to the genome (Supplemental Fig. S3).

**FIGURE 3.**
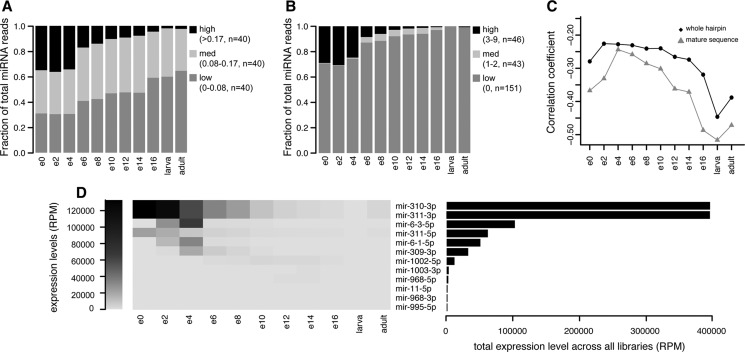
Expression patterns of microRNAs of different evolutionary rates throughout the development of *D. virilis*. Stages are labeled as follows: 0- to 2-h embryo (e0), 2- to 4-h embryo (e2), etc., 16- to 30-h embryo (e16), larvae, and adults. (*A*,*B*) MicroRNAs hairpins (*A*) and mature microRNA sequences (*B*) were divided into three groups depending on the substitution rates between *D. melanogaster* and *D. virilis.* Bars represent the relative expression levels of the microRNAs from each group (with low substitution rates, medium substitution rates, and high substitution rates) at each stage of development. The number of microRNAs and the sequence divergence range for each bin is shown in the legend. Note that different arms of the same hairpin are treated separately in *B*. (*C*) Correlation of microRNA evolutionary rates at the level of the whole hairpin and the mature sequences and microRNA expression levels throughout development. Vertical axes represent Spearman's correlation coefficient (ρ) obtained for each stage; values are statistically significant (*P* < 0.05). (*D*) Expression levels and patterns of individual mature microRNAs with three or more substitutions in their sequence between *D. melanogaster* and *D. virilis*. The heat map on the *left* shows the expression levels of the microRNA from this group throughout development, and the bar graph on the *right* reflects the total expression level of each microRNA in all libraries. MicroRNAs are sorted by their total expression levels across all libraries, and microRNAs with negligible total expression levels of below 1000 RPM are not shown.

We further estimated the relationship between microRNA sequence divergence and expression levels across the developmental time of *D. virilis* using the Spearman's rank correlation test. This measure is independent of read count normalization and avoids biases introduced by a small number of microRNAs expressed at levels orders of magnitude higher than the median. The resulting correlation coefficients at each developmental stage are shown in Figure 3C. In larvae, adult animals, and the latest embryonic stages, sequence divergence and expression level exhibit a moderate negative correlation. In contrast, the correlation between microRNA sequence divergence and expression levels in the early embryo is weaker, consistent with the observations that expression levels of poorly conserved microRNAs are higher at this stage.

Analysis of pre-existing data sets of microRNA expression during different *D. melanogaster* developmental stages showed patterns very similar to those observed in *D. virilis* (Supplemental Fig. S4; see Supplemental Table S3 for *D. melanogaster* data set descriptions and GEO accession numbers), suggesting that early expression of fast-evolving microRNAs is a conserved phenomenon within the Drosophilid lineage. We also assessed our *D. virilis* and *D. melanogaster* microRNA data by computing the transcriptome age and divergence index (TAI and TDI)—an approach previously used to estimate the sequence divergence of plant and animal transcriptomes across development (Domazet-Lošo and Tautz 2010; Quint et al. 2012). The results strongly support the trends observed using correlation analysis, with the early embryo exhibiting the youngest and most rapidly evolving microRNA profile (Supplemental Fig. S5).

We inspected the levels and the temporal expression patterns of the most divergent mature microRNAs (with 3–9 substitutions). Most rapidly evolving microRNAs (34 of the 46) are expressed at low levels (below 1000 RPM, or less than 1/1000 of the total reads mapping to microRNAs). Figure 3D shows the temporal expression patterns of the remaining fast-evolving mature microRNAs whose total expression levels exceed 1000 RPM. The observed patterns in the early embryo are largely due to a small number of microRNAs that are present at high levels in the initial stages of development and not expressed at later stages. 

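Over the 11 libraries, miR-310-3p had a summed level of 358347 RPM relative to the total and miR-311-3p of 354118 RPM, followed by miR-6-3-5p with 93080 RPM and miR-311-5p with 55812 RPM. The sums of miR-6-1-5p and miR-309-3p were 46111 RPM and 29936 RPM. The products of mir-310 and mir-311 had their highest level at 0–2 h, where miR-310-3p made up 11.8% of the total (95% interval 11.6% to 12.0%, no replicates) and miR-311-5p 1.98% (1.88% to 2.08%). The other 3 peaked at 4–6 h. There, miR-6-3-5p reached 6.19% (6.06% to 6.33%), miR-6-1-5p 3.07% (2.97% to 3.17%) and miR-309-3p 1.74% (1.67% to 1.82%). By 16–30 h these levels had fallen to 0.179% for miR-310-3p, 0.0325% for miR-6-3-5p and 0.0105% for miR-309-3p. In adults, miR-310-3p was at 0.275% (0.257% to 0.294%), while miR-309-3p and miR-6-1-5p had no read among 302033, where 3 reads would be 0.000993%. Most reads of miR-310-3p and miR-311-3p match both hairpins, and counting them in full at each raised the summed share of the 6 microRNAs at 0–2 h from 25.5% to 47.7%. Both microRNAs are among the 6, so the same reads then enter the sum at both. The paper attributes the pattern of the fast-evolving group largely to a few such microRNAs.

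**Figure D2:**
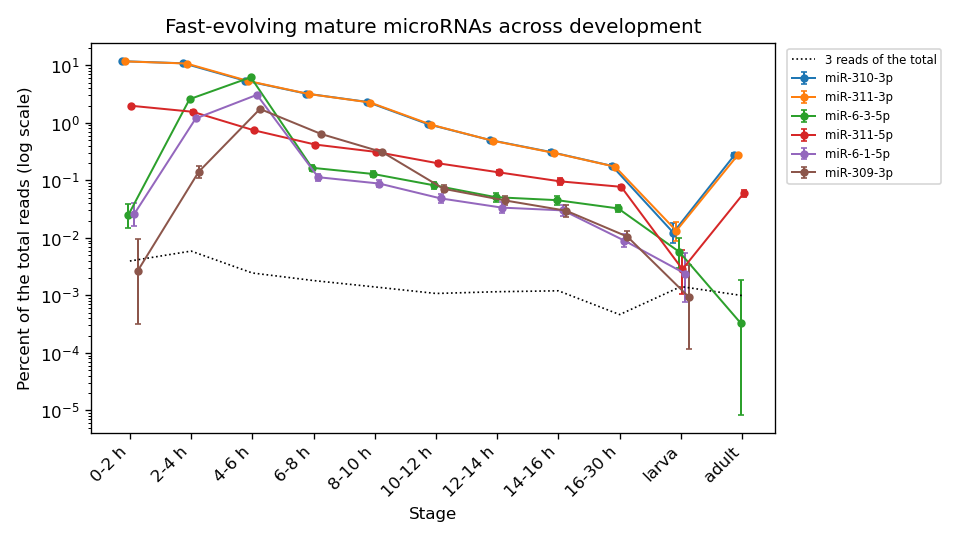
Percent of the total reads (vertical log axis) for 6 fast-evolving mature microRNAs at the 11 stages (horizontal axis), with 95% Clopper-Pearson intervals as error bars, points without reads left out, and a dotted line at the level of 3 reads. The products of mir-310 and mir-311 start at their highest levels at 0–2 h, and those of mir-6-1, mir-6-3 and mir-309 peak at 4–6 h.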

We do not see any fast-evolving microRNAs present at high levels in the late embryo or at any other developmental stage. 

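From 8–10 h onward, the 6 fast-evolving mature microRNAs that could be counted made up 5.41% of the total at 8–10 h (95% interval 5.31% to 5.50%, no replicates) and 1.26% at 12–14 h (1.22% to 1.30%). At 14–16 h their share was 0.812% (0.777% to 0.848%). The highest single level at 16–30 h was that of miR-310-3p, 0.179% (0.168% to 0.189%), and in adults also that of miR-310-3p, 0.275% (0.257% to 0.294%). The adult level lies above the 16–30 h level and their intervals do not overlap, although with a single library per stage the difference cannot be set against variation between samples. In larvae no member exceeded 0.0133% (miR-311-3p, 0.00883% to 0.0192%). The remaining 6 microRNAs of Fig. 3D were not counted, because their sequences are not in the figures. The low late shares therefore describe only members of the clusters that the paper singled out as early. The summed share at 0–2 h changed most with the treatment of shared reads, from 25.5% to 3.34% with only reads that match a single locus, and by about as much upward with shared reads counted in full. The shared reads belong to the 6 microRNAs whichever hairpin gave them, so both settings miscount them.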

This overall expression pattern is highly conserved in *D. melanogaster* (Supplemental Fig. S4D).

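The 3 hairpins of the mir-310∼mir-313 cluster together made up 25.8% of the total at 0–2 h (95% interval 25.4% to 26.1%, no replicates), 23.3% at 2–4 h (23.0% to 23.7%) and 11.7% at 4–6 h (11.5% to 11.8%). The 7 hairpins of the mir-309∼mir-6 cluster other than mir-286 made up 0.269% (0.234% to 0.309%), 5.40% (5.20% to 5.60%) and 26.6% (26.3% to 26.8%) at the same stages. Of the 6 fast-evolving microRNAs counted, 3 come from each cluster. The largest changes came from different choices in the 2 clusters. For the mir-310∼mir-313 cluster at 0–2 h, counting reads with several matches in full at each hairpin gave 47.9%. Keeping only uniquely matching reads gave 3.56%, a change of about the same size downward. Both settings miscount the shared reads, which lie within the cluster whichever hairpin gave them. Dividing by all reads in the file gave 5.28% for the mir-309∼mir-6 cluster at 4–6 h, where mir-286 entered the total but not the cluster. The genomic arrangement of the clusters is not in the files analysed here, and the paper derives it from synteny (Figs. 4A and 5B).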

The highly expressed, rapidly evolving microRNAs in the early embryo are organized in the genome in two large clusters: mir-310∼313 cluster and mir-309∼6 cluster. These clusters have complex evolutionary histories, discussed below, and although some of their members are related to deeply conserved microRNAs, the clusters themselves appear to be innovations in the Drosophilid lineage.

### Evolution and expression of the mir-310∼313 cluster

We have used synteny information to reveal a detailed picture of the evolutionary relationships of the microRNAs of the mir-310∼313 cluster (Fig. 4A). The cluster consists of several homologous microRNAs in close proximity to one another. In *D. melanogaster*, it includes four coexpressed members: mir-310, mir-311, mir-312, and mir-313, which appear to be expressed independently of the neighboring mir-2498, mir-991, and mir-992 sequences (Ruby et al. 2007; Ryazansky et al. 2011). In the *Obscura* group, the cluster is heavily rearranged and harbors additional nonhomologous microRNAs, while in the *Drosophila* subgenus, we find three clustered homologs of the mir-310 family. In all fruit flies, the cluster is localized in an intergenic region between the protein-coding genes *qsm* and *Nnf1a* and *bl* (which, in turn, harbors the ancient mir-7). The mir-310∼313 family members were shown to have emerged in fruit flies by duplication of an ancient mir-92 family member (Lu et al. 2008), and our analysis supports this. A separate locus harbors two members of the mir-92 family, and its organization is also highly conserved in all flies. Clusters of two mir-92 homologs are also found in other insects, but their genomic context differs. Interestingly, mir-92 homologs in *Tribolium castaneum* (tca-mir-92c) and *Apis mellifera* (ame-mir-92b-1) are localized near the *bl*/mir-7 homolog, suggesting deeper origins of the Drosophilid mir-310∼313 cluster than previously thought. Although members of the mir-310∼313 cluster belong to the evolutionarily ancient mir-92 family, taking duplication events into consideration, the mir-310∼313 cluster itself is obviously younger, with most of its members unique to the fruit fly lineage.

**FIGURE 4.**
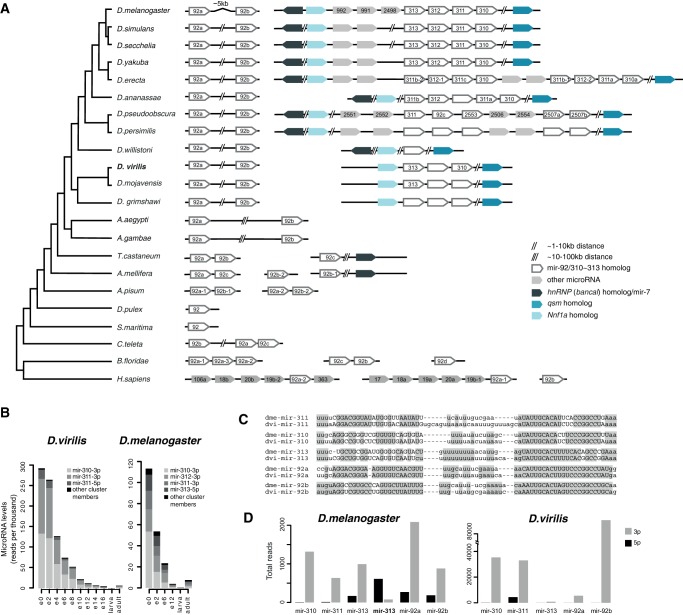
Evolution and expression of the mir-310∼313 cluster members. (*A*) Schematic diagram of the evolutionary history of the extended mir-92/mir-310 family. Individual chromosomes or scaffolds and presented with a black line and oriented in the direction of the corresponding microRNA transcript(s). MicroRNAs annotated in miRBase are labeled, while homologs found by BLAST/INFERNAL searches are blank. Homologs of flanking protein-coding genes are shown as colored blocks. (*B*) Expression levels of the members of the mir-310∼313 cluster in small RNA libraries from different developmental stages of *D. melanogaster* and *D. virilis*. Horizontal axis labels are as in Figures 2 and 3. (*C*) Alignments of mir-310 family members in *D. melanogaster* and *D. virilis*. Mature arms are marked in uppercase and conserved sites between 1-to-1 orthologs are highlighted. (*D*) Total number of reads across experiments mapping to the 5′ and the 3′ arms of mir-310∼313 cluster members in *D. melanogaster* and *D. virilis*.

Mature products of members of the mir-310∼313 cluster, particularly miR-310-3p and miR-311-3p in both species, and dvi-miR-311-5p, dme-miR-312-3p, and dme-miR-313-5p, are present at very high levels in the earliest stages of *D. virilis* and *D. melanogaster* development, including the 0- to 2-h time point which comprises predominantly prezygotic embryos and thus maternally loaded RNAs (Fig. 4B). 

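At 0–2 h, 8935 reads were assigned to miR-310-3p and 8860 to miR-311-3p, or 11.8% of the total (95% interval 11.6% to 12.0%, no replicates) and 11.7% (11.5% to 11.9%). The most abundant sequence of both, TATTGCACATCTCCCGGCCTA, is the same, so its reads were divided between the 2 hairpins and their separate levels rest on that division. The level of miR-311-5p was 1.98% (1.88% to 2.08%), and that of miR-313-3p 0.261% (0.226% to 0.3005%). At 2–4 h these levels were 10.8% for each of miR-310-3p and miR-311-3p, 1.56% (1.45% to 1.67%) for miR-311-5p and 0.194% (0.158% to 0.237%) for miR-313-3p. When only reads matching a single hairpin were kept, the share of the whole cluster at 0–2 h dropped from 25.8% to 3.56%. That setting drops the shared reads, although they lie within the cluster. The authors connect the presence of these products at 0–2 h with maternally loaded RNA, because most embryos of that interval have not begun zygotic transcription. They also cite in situ hybridization, in which nascent transcripts of the cluster were not found in early D. virilis stages or, in earlier work, in D. melanogaster embryos.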

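The 3 hairpins of the mir-310∼mir-313 cluster accounted for 19501 of 75731 reads at 0–2 h, or 25.8% (95% interval 25.4% to 26.1%, no replicates). The share then fell at every embryonic stage, to 23.3% (23.0% to 23.7%) at 2–4 h, 11.7% (11.5% to 11.8%) at 4–6 h, 6.92% (6.80% to 7.04%) at 6–8 h and 4.96% (4.87% to 5.05%) at 8–10 h. It continued to 2.13%, 1.18%, 0.732% and 0.440% (0.424% to 0.456%) at the last 4 embryonic stages. Larvae had 0.0294% (0.0226% to 0.0377%) and adults 0.618% (0.591% to 0.647%). Over the 11 stages rho was −0.973 and r −0.867, each with a permutation p of 1e-05, the smallest available from 100000 resamples. The adjusted value was also 1e-05 over the 4 trends computed. When the 0–2 h and adult libraries were left out, r was −0.855 (exact permutation p = 5.51e-06, the smallest for 9 libraries). Leaving out the 16–30 h library, whose files differ technically from the rest, gave rho = −0.988 and r = −0.859 (permutation p = 2e-05 and 0.00101), and that single library allows no trend within it. The share at 0–2 h ranged from 3.56% with uniquely matching reads to 47.9% with shared reads counted in full at both hairpins, the widest change among the alternatives. The shared reads lie within the cluster whichever hairpin gave them. These settings drop them or count them at both hairpins, so the range is not an uncertainty of the share of the cluster. From the level at the first stage and the later decline the paper describes the cluster as a large early component that is nearly gone in adults.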

In fact, these microRNAs constitute more than a quarter of the total microRNA content at that stage, declining over developmental time, with only trace amounts found in adult samples. Previous studies of microRNA expression patterns in the *D. melanogaster* embryo did not detect nascent transcripts for the mir-310∼313 cluster in the fruit fly embryo (Aboobaker et al. 2005) by in situ hybridization, and we also could not identify mir-310∼313 transcription using a nascent transcript in situ approach in *D. virilis* early stages. These data suggest that microRNAs from the mir-310∼313 cluster are maternally deposited rather than expressed in the embryo in the two species. Despite this conserved accumulation via maternal loading, members of the mir-310∼313 cluster show unusually high rates of evolution (Lu et al. 2008). Figure 4C shows that there are multiple substitutions in the predicted homologs between the two species not only in the microRNA stem, loop, and the 5′ arms but also in the 3′ arms from which most mature products are generated (Fig. 4D). 

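Summed over the 11 libraries, 38109.5 reads came from the 3p arm of mir-310 and 41 from its 5p arm, so that 99.9% of its reads were from the 3p arm (95% interval 99.86% to 99.93%, no replicates). For mir-313 the 3p arm gave 1201 reads and the 5p arm 4, or 99.7% (99.2% to 99.9%). The 5p arm of mir-311 was more abundant, with 6395 reads against 37522.5 from the 3p arm, which left 85.4% (85.1% to 85.8%) for the 3p arm. Over the cluster, 92.3% of the reads (92.1% to 92.4%) came from 3p arms. This share dropped to 47.7% when only reads matching a single hairpin were kept, since most 3p reads of mir-310 and mir-311 are the same sequence. The libraries analysed are from D. virilis only. The paper sets this 3p preference beside the arm usage of mir-313 in D. melanogaster and treats the contrast as a change of arm usage between the species.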

Furthermore, while all members of the *D. virilis* and three members of the *D. melanogaster* mir-310∼313 cluster express most of their mature products from the 3′ arm, dme-mir-313 generates a higher level of mature products from its 5′ arm (Fig. 4D). Therefore, the mir-310∼313 cluster is rapidly evolving in three aspects—divergence of mature microRNA sequences, microRNA arm usage, and local duplications/losses of microRNA genes.

### The evolution and expression of the mir-309∼6 cluster

The mir-309∼6 cluster encodes a polycistronic transcript producing eight microRNAs: mir-309, mir-3, mir-286, mir-4, mir-5, mir-6-1, mir-6-2, and mir-6-3. Its content, organization, and localization are highly conserved in all 12 fruit flies with sequenced genomes. Members of the mir-309∼6 cluster have previously been described as Drosophilid-specific. We manually curated multiple sequence alignments of all cluster members and used the state-of-the-art INFERNAL tool and synteny to predict homologs (Fig. 5A,B). We find that members of the mir-309∼6 cluster are of different evolutionary ages. The mir-4 sequence has the most ancient homolog, mir-9, which is conserved in all bilaterian organisms. 

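In the D. virilis libraries, mir-4 gave 3333 reads from its 3p arm and 561 from its 5p arm, a 3p share of 85.6% (95% interval 84.5% to 86.7%, no replicates). Its relative mir-9a gave 24890 reads from the 5p arm and 9806 from the 3p arm, a 5p share of 71.7% (71.3% to 72.2%). Both shares pool the reads of the 11 libraries, and their intervals do not describe the spread between stages. For mir-9a the 5p and 3p arms had 590 and 478 reads at 4–6 h, and 2639 and 397 in larvae. The intervals of the 3p shares, 84.5% to 86.7% for mir-4 and 27.8% to 28.7% for mir-9a, are far apart. Under alternatives chosen after the files had been seen, the 3p share of mir-4 changed most with exact matches only, to 80.7%, and the 5p share of mir-9a with reads of 21 to 23 nt, to 70.8%. The paper uses this opposite arm preference in its account of mir-4 as an arm-switched duplicate of mir-9.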

Other members of the mir-9 family produce dominant mature microRNAs from their 5′ arm, whereas mir-4 generates dominant mature products from the 3′ arm. mir-286 and mir-279 homologs in *Tribolium* and *Apis* have sequence similarity in their 3′ arm, yet computational methods do not identify them as related. Thus, this microRNA is either young or highly diverged between the different insect lineages. mir-3 family members (mir-309 and mir-3 in Drosophilids, and mir-309a/b in *Tribolium*) are related to the mir-318 family, which is conserved between fly and honeybee; mir-5, mir-6, and mir-994 also appear to be related to each other, as well as to the mir-2944 family members found in other insects (Fig. 5A), but mir-5 and mir-6 mature products originate from different arms. Again, sequence alignments indicate that these homologs have diverged significantly in the different insect lineages.

**FIGURE 5.**
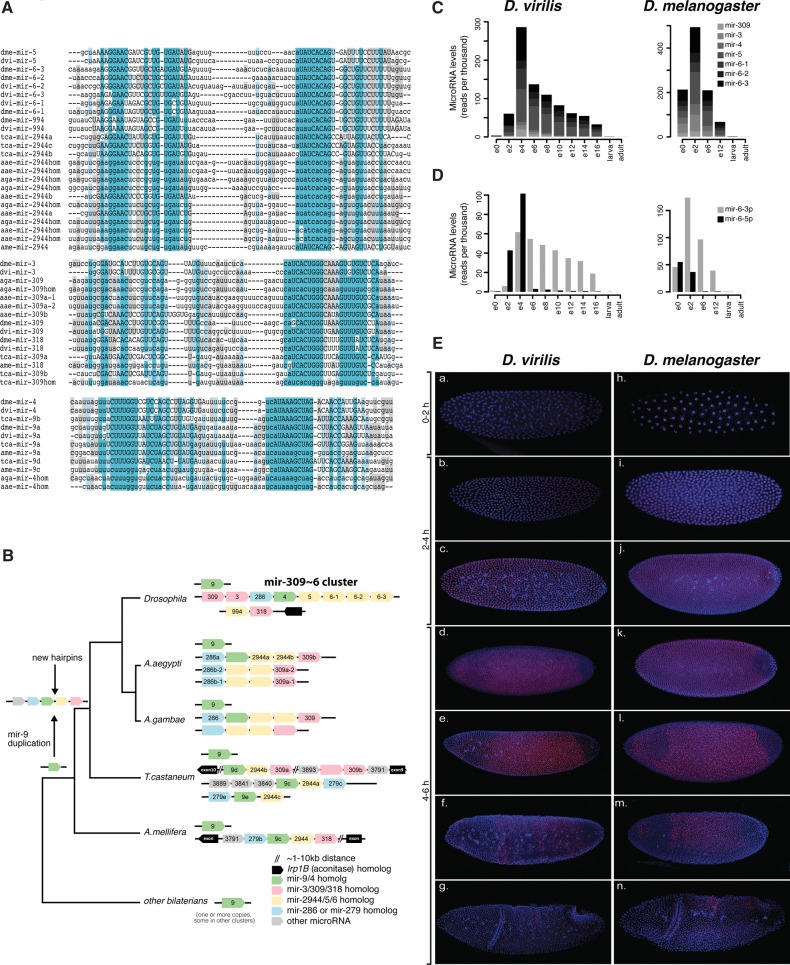
Expression and evolution of the mir-309∼6 cluster. (*A*) MicroRNA sequence alignments for mir-309/3/318, mir-5/6/2944, and mir-9/mir-4 homologs in *D. melanogaster, D. virilis, Anopheles gambiae, Aaedes aegypti, Tribolium castaneum*, and *A. mellifera*. Known mature sequences are shown in uppercase, and conserved sites are highlighted. (hom) Denotes homologs that are discovered in our study but not annotated in miRBase. (*B*) Evolutionary history of the mir-309∼6 cluster. The organization and content of microRNA clusters containing homologs of members of the mir-309∼6 in Drosophilids are shown for *D. melanogaster, D. virilis, A. gambiae, A. aegypti, T. castaneum*, and *A. mellifera*. Black lines represent different chromosomes/scaffolds. MicroRNAs annotated in miRBase are labeled, and homologs are color-coded but blank. Note that some species have one or more additional paralogs of mir-9, which are not shown, for simplicity. (*C*) Expression levels of mature mir-309∼6 cluster products throughout the development of *D. virilis* and *D. melanogaster.* (*D*) Expression levels of the 5′ and 3′ arms of *D.virilis* and *D. melanogaster* mir-6 paralogs throughout the development of the two species. (*E*) Expression of mir-309∼6 primary transcript in embryos from *D. virilis* and *D. melanogaster*. All embryos are oriented with ventral to the *top* and anterior to the *right*. The mir-6 primary transcript is expressed ubiquitously in precellular embryos of *D. virilis* [(a) 0–2 h; (b,c) 2–4 h] and *D. melanogaster* (h–j), except for the pole bud cells. In stage 5 embryos of both species (d,e,k,l,), the expression is repressed first from the posterior, and next in the anterior region. During the next stages (f,g,m,n), repression continues, until a final dorsal stripe disappears by the time of gastrulation.

The mir-994∼318 cluster in Drosophilids, mir-9d∼309b in *Tribolium*, and mir-9c∼318 in *Apis* are all localized in antisense orientations near or within a predicted intron of a gene for *aconitase*. This, together with the microRNA ordering, suggests that these clusters are likely to be orthologous. Based on the data shown in Figure 5, A and B, we suggest that the mir-4 family resulted from a duplication and arm-switching of mir-9 in the last common ancestor of insects, in a process similar to that previously described for mir-10 and mir-993 (Griffiths-Jones et al. 2011). The founding members of the mir-309/3/318, mir-5/6/2944, and mir-286 families then emerged by de novo hairpin formation near mir-4 and expanded by tandem duplications. Recent data from honeybee (Zondag et al. 2012) showed that mir-2944 is present at high level in the early embryo, suggesting that an early microRNA transcript harboring mir-4, mir-5/6/2944, and mir-309/3/318 was present in the last common ancestor of flies and bees. The microRNAs in this cluster have then undergone various duplications, rearrangements, and individual gains and losses during insect evolution. In the fruit flies, one copy of the cluster was rearranged and expanded, resulting in the mir-309∼6 cluster. Thus, although the individual members of the cluster have homologs in other insects, its content and organization is unique to Drosophilids. Because of multiple duplication and loss events, it is difficult to infer the exact time of emergence of all eight microRNAs in the cluster. For example, there are three mir-6 paralogs, of which at least two appear to have emerged after flies and mosquitoes split. As with all other duplicated microRNAs, although individual members of the cluster may belong to ancient microRNA families, some of the extant copies are likely to be significantly younger.

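The 7 hairpins of the mir-309∼mir-6 cluster other than mir-286 had 32498 of 122361 reads at 4–6 h, or 26.6% (95% interval 26.3% to 26.8%, no replicates), the highest share among the 11 stages. Their share was 0.269% (0.234% to 0.309%) at 0–2 h and 5.40% (5.20% to 5.60%) at 2–4 h. After the peak it was 13.1% (12.9% to 13.2%) at 6–8 h and 10.6% (10.4% to 10.7%) at 8–10 h. Although mir-286 belongs to the cluster, its 432454 reads at 4–6 h were left out of both the cluster and the total, as in the paper. Relating the 7 hairpins to all deposited reads moved the share at 4–6 h farthest, to 5.28%. That total contains the mir-286 reads while the cluster count does not, so this value is not the share of the whole cluster. Restricting the total to 69 recurrent sequence families, an alternative chosen after the files had been seen, gave 29.1%. The paper relates the maximum at 4–6 h to gastrulation.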

Mature microRNA sequences from members of the mir-309∼6 cluster are most highly expressed during *D. virilis* gastrulation (4–6 h) and in the most biologically similar data set of *D. melanogaster* (2–6 h), accounting for 30%–50% of all microRNA reads in these stages (Fig. 5C). 

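At 4–6 h, miR-6-3-5p made up 6.19% of the total (7576 reads, 95% interval 6.06% to 6.33%, no replicates), and its most abundant form was AGAGAACGTTCGCTGTTGATGTA. The share of miR-6-1-5p was 3.07% (3756 reads, 2.97% to 3.17%), with AGAGAATAGACGCTGTGCTGTA as the most abundant form, and that of miR-309-3p was 1.74% (2134 reads, 1.67% to 1.82%). Among the other products of the cluster, miR-5-5p made up 7.91% (7.75% to 8.06%), miR-6-3p from the 3 paralogs 5.67% (5.54% to 5.80%), miR-3-3p 0.987% (0.933% to 1.04%) and miR-4-3p 0.651% (0.607% to 0.698%). With exact matches only, the share of the 7 counted hairpins at 4–6 h was 22.6% in place of 26.6%. It moved most, to 5.28%, with all deposited reads as the total, which includes mir-286. The substitution counts that define the most diverged products are the paper's and are not in the files analysed here.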

The most diverged mature microRNAs (with three or more substitutions) that are highly expressed are miR-309-3p and the 5′ arms of mir-6-1 and mir-6-3. Interestingly, during the narrow period of cluster expression (e2, e4), both miR-6-3p and miR-6-5p products are present at high levels (Fig. 5D). 

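At 2–4 h, 1932 reads came from the 5p arms of the 3 mir-6 paralogs and 265 from their 3p arms, or 3.79% of the total (95% interval 3.63% to 3.96%, no replicates) and 0.520% (0.460% to 0.587%). At 4–6 h the counts were 11399 and 6941, or 9.32% (9.15% to 9.48%) for miR-6-5p and 5.67% (5.54% to 5.80%) for miR-6-3p. The 5p arm therefore had 87.9% of mir-6 reads at 2–4 h (86.5% to 89.3%) and 62.2% at 4–6 h (61.4% to 62.9%). The 3p reads are almost all shared by the 3 paralogs, and when only reads matching a single hairpin were kept the 5p share at 4–6 h was 99.6%. Counting shared reads in full at every paralog instead gave 35.6%. Both settings miscount the 3p arm, to which the shared reads belong whichever paralog gave them.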

After that, the more diverged miR-6-5p rapidly decreases, while miR-6-3p sequences remain long after, suggesting differential regulation of the arm stability. 

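Between 4–6 h and 6–8 h, miR-6-5p fell from 9.32% of the total (95% interval 9.15% to 9.48%, no replicates) to 0.281% (0.256% to 0.308%). Over the same interval miR-6-3p changed from 5.67% (5.54% to 5.80%) to 5.17% (5.06% to 5.28%). The 5p share of mir-6 reads was accordingly 62.2% at 4–6 h (61.4% to 62.9%) and 5.16% at 6–8 h (4.71% to 5.64%). It remained low at the later embryonic stages, at 3.08% at 10–12 h (2.77% to 3.40%) and 2.26% at 16–30 h (2.00% to 2.55%). In larvae, with 17 5p and 36 3p reads, it was 32.1% (19.9% to 46.3%), and adults had 1 mir-6 read, from the 5p arm. At 16–30 h, miR-6-3p was still at 1.79% (1.76% to 1.82%), while miR-6-5p was at 0.0415% (0.0366% to 0.0467%). Keeping only reads that match a single hairpin removed almost all 3p reads and raised the 5p share at 6–8 h to 90.3%, the largest change among the alternatives. The paper reads this difference as a possible sign that the stability of the arms is regulated differently.

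**Figure D3:**
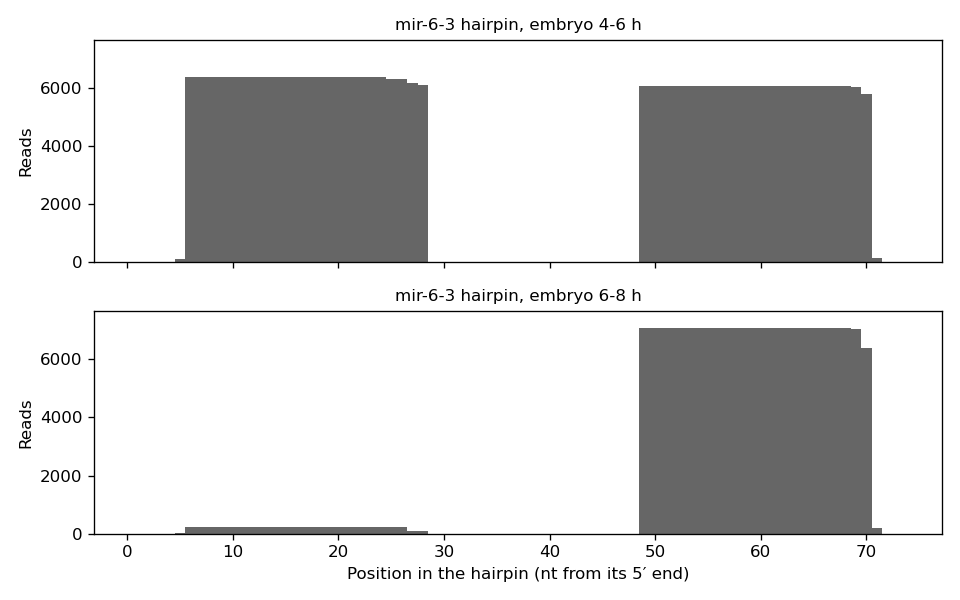
Exactly matching reads of 19 to 24 nt (vertical axis) covering each position of the mir-6-3 hairpin (horizontal axis, nt from its 5′ end) at 4–6 h (upper panel) and 6–8 h (lower panel), as undivided read counts. The highest coverage of the 5p arm drops from 6369 to 228 reads, and that of the 3p arm, which is shared with mir-6-1 and mir-6-2, goes from 6073 to 7088.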

Previous studies showed that in *D. melanogaster*, the mir-309∼6 primary transcript is expressed ubiquitously in the precellular embryos (Biemar et al. 2005), under the control of the zinc-finger early *Drosophila* activator (Zelda) (Liang et al. 2008). Transcription then becomes restricted from the ventral and posterior regions and is finally abolished by the end of gastrulation (Biemar et al. 2005). Comparison of the regions upstream of the mir-309∼6 cluster in *D. melanogaster* and *D. virilis* shows high sequence similarity, including conserved binding sites for Zelda and other TAGteam members in close proximity to the transcriptional start site (Supplemental Fig. S6). Consistent with this, in situ hybridization shows that the spatio-temporal pattern of mir-309∼6 cluster expression is very similar in the two species (Fig. 5E). 

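The 7 counted hairpins of the mir-309∼mir-6 cluster made up 7.99% of the total at 10–12 h (95% interval 7.89% to 8.09%, no replicates), 5.96% at 12–14 h (5.87% to 6.05%), 5.28% at 14–16 h (5.20% to 5.37%) and 3.11% at 16–30 h (3.07% to 3.15%). At 16–30 h this corresponded to 20091 reads, of which 11574 were miR-6-3p and 7597 miR-5-5p. Larvae had 131 such reads, or 0.0621% (0.0520% to 0.0737%), and adults 3 reads, 0.000993%, which is the smallest level that 3 reads of the total can show. The excluded mir-286 had 192977 reads at 16–30 h. Keeping mir-286 and mir-956 in the total lowered the peak share of the 7 hairpins at 4–6 h from 26.6% to 5.86%. Taking all deposited reads as the total lowered it most, to 5.28%. In both settings the 432454 mir-286 reads entered the total but not the cluster, to which mir-286 belongs. Neither value is therefore the share of the whole cluster. From the brief transcription and the lasting mature products the paper raises the possibility that early microRNAs act later in development.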

As an aside, we note that, although transcription occurs for a brief period of time, mature products of the cluster remain throughout the entire course of embryogenesis, highlighting the possibility that early expressed microRNAs may be able to exhibit long-term effects on later development.

## DISCUSSION

*Drosophila* microRNAs are of broad evolutionary origins and have variable rates of sequence evolution—from sequences that are perfectly conserved across the fruit fly phylogeny and have homologs across all bilaterian animals to rapidly evolving lineage-specific microRNAs. There are two technical factors that are worthy of discussion here. First, a commonly used approach for homologous microRNA identification is by sequence similarity searches using BLAST. However, some microRNAs evolve fast and escape detection by this approach. Using covariance model searches and taking into account synteny information, we uncovered numerous homology relationships that have so far escaped sequence similarity detection. We, therefore, strongly argue for the importance of these methods in the analysis of the complex evolutionary history of microRNA families and their use as markers to infer phylogeny (also discussed in Hertel et al. 2012). Second, because of their short sequence, some microRNAs diverge to the point where they cannot be confidently identified as homologs. For example, we cannot confidently determine whether mir-286 and mir-279 have evolved from a common ancestor. In that sense, microRNA evolutionary origins determined by the most distant species in which a homolog can be identified and microRNA evolutionary rates are intrinsically related. Indeed, the few outliers from the evolutionary age and sequence divergence relationship of Figure 1B—microRNAs with high divergence rates but with ancient origins—appear to have arisen by a recent duplication. This rapid divergence is likely a consequence of either relaxed selection due to redundancy and/or tight genomic linkage, in the case of clustered microRNAs (Marco et al. 2013a), or possibly adaptive evolution (Lu et al. 2008).

Our results show that the profile of microRNA expression at most stages of the fruit fly life cycle is dominated by microRNAs that have remained highly conserved within the fruit fly lineage since its split. However, detailed analyses of temporal microRNA expression patterns during discrete stages of development show that some lineage-specific and fast-evolving microRNAs are uniquely present at high levels in the early embryo. Interestingly, the only fast-evolving, highly expressed microRNAs are localized in clusters. The extant organization of these clusters in fruit flies is clearly specific to the lineage, but the presence of related loci in other taxa suggests that these hairpins may have arisen within a pre-existing microRNA harboring transcript. The unusual evolutionary dynamics of clustered microRNAs may be at least partly due to genetic linkage, as recombination between tightly linked loci is unlikely (Marco et al. 2013a).

As the microRNA sequence required for target recognition is short, each new microRNA has the potential to perturb the translation of hundreds of protein-coding mRNAs simply by chance. Previous studies have shown that gene expression divergence in the early embryo is high (Kalinka et al. 2010) and that the protein-coding transcriptome on that stage is compromised of relatively young and divergent genes (Domazet-Lošo and Tautz 2010; Quint et al. 2012). Although the explanation for this phenomenon is elusive, it is thought that early development is more robust to, or buffered from, functional consequences of change compared with later stages (Davis et al. 2005; Hazkani-Covo et al. 2005; Roux and Robinson-Rechavi 2008; Domazet-Lošo and Tautz 2010; Irie and Kuratani 2011). In the light of this hypothesis, we speculate that, due to its robustness, the early embryo is a more permissive environment for changes in existing microRNAs and acquisition of novel microRNAs.

The extended germ band stage covered by the 6- to 10-h data set in *D. melanogaster* and 6- to 12-h in *D. virilis* is often referred to as the phylotypic stage, as it represents the most homologous developmental stage between different species (Raff 1996). The phylotypic stage has recently been shown to display the oldest and most conserved protein-coding transcriptome among the entire ontogenesis of animals and plants (Davis et al. 2005; Hazkani-Covo et al. 2005; Cruickshank and Wade 2008; Domazet-Lošo and Tautz 2010; Kalinka et al. 2010; Irie and Kuratani 2011; Quint et al. 2012). In contrast, although the correlation of microRNA conservation and expression is stronger at that stage than in the earlier embryo, it is not the lowest across development. This could indicate that microRNA expression does not follow the same patterns as protein-coding transcripts. An alternative explanation follows from the fact that small RNA sequencing measures the levels of the mature product rather than the primary transcript: microRNA transcription may occur for a short period of time, while the product remains stable long after. This is analogous to the observation that transcriptome and proteome expression data are not very well-correlated (de Sousa Abreu et al. 2009; Maier et al. 2009; Schwanhäusser et al. 2011). Nonetheless, clear differences between microRNA and protein-coding gene age and expression in adult animals remain: previous studies suggest that a key characteristic of the adult transcriptome is that younger genes are more highly expressed (Domazet-Lošo and Tautz 2010), while we observe that conserved and older microRNAs have the highest levels of expression in adults.

MicroRNAs were first identified as regulators of the developmental timing in *C. elegans* (Lee et al. 1993; Reinhart et al. 2000) and have since been recognized as important players with diverse functions in animal development. Developmental functions are not restricted to deeply conserved microRNAs. For example, functional studies on the members of the mir-310∼313 and mir-309∼6 clusters in *D. melanogaster* suggest that, in the embryo, they are involved in maternal transcript turnover, morphogenesis, and apoptosis (Leaman et al. 2005; Bushati et al. 2008; Ge et al. 2011). Although the precise molecular role of these relatively young and fast-evolving microRNAs is not fully understood, their conserved expression pattern in the two major Drosophilid subgenera suggests that their expression in the early embryo represents a general property rather than a species-specific peculiarity. A recent analysis of honeybee microRNAs also reports species-specific sequences present at high levels in the early embryo (Zondag et al. 2012). MicroRNAs from the mir-430 family, which has undergone a massive expansion in fish, are also shown to be highly expressed in the early embryo of *Danio rerio* (Chen et al. 2005; Giraldez et al. 2005, 2006), and a similar pattern has been observed for mir-427 in *Xenopus* (Lund et al. 2009, 2011). In addition, relatively low correlation between microRNA evolutionary age and expression levels was observed in mouse embryonic tissues (Roux et al. 2012). The emergence of new microRNAs has been speculated to play a role in generating complexity and diversity among multicellular animals (Berezikov 2006; Sempere et al. 2006; Heimberg et al. 2008; Peterson et al. 2009; Berezikov et al. 2010; Marco et al. 2010; Griffiths-Jones et al. 2011). It is also well-established that the molecular networks that operate in early development have diversified substantially among various insect taxa (for review, see Davis and Patel 2002). Altogether, these data provide clues that early embryogenesis is particularly amenable to the emergence of novel microRNA regulation with potential evolutionary consequences.

## MATERIALS AND METHODS

### Fly culture and sample collection

Wild-type *D. virilis* were maintained on standard fly media at 25°C. For embryo collection, flies were transferred to breeding cages supplied with apple juice agar plates and supplemented with yeast paste. Plates were removed, and embryos were allowed to age for the desired periods of time under the same conditions. Embryos were then harvested on a mesh sieve, de-chorionated with 50% hypochlorite solution for ∼2 min, and thoroughly washed. An aliquot of each sample was immediately fixed and de-vitellinated as described previously (Kosman et al. 2004), and stored in methanol for staining. The remaining embryos were disrupted in 1 mL Trizol (Invitrogen), and total RNA was extracted according to the manufacturer's instructions. Wandering third instar larvae and 7- to 10-d-old adults were collected from fly culture vials and washed with 50% hypochlorite solution and distilled water, followed by Trizol total RNA extraction. The quality of the total RNA was confirmed by Agilent Bioanalyzer, and small RNA library preparation and sequencing on an Illumina HiSeq 2000 were performed at GATC Biotech, generating 50-bp reads.

### MicroRNA expression data

Adaptor sequences of the 50-bp Illumina reads from *D. virilis* libraries were removed using the Cutadapt tool (http://code.google.com/p/cutadapt/). The trimmed reads were first searched against annotated *D. virilis* rRNAs, tRNAs, snoRNAs, snRNAs, and other noncoding RNAs retrieved from FlyBase (FB2011_07) with Bowtie v0.12.7 (Langmead et al. 2009), allowing one mismatch, and reads mapping to these sequences were filtered out. The remaining reads were mapped to the *D. virilis* genome (r1.2_FB2011_07, retrieved from FlyBase), allowing one mismatch. Sequences mapping to fewer than five loci in the genome, and of lengths between 19 and 24 nt were used for detection of *D. virilis* microRNAs as described previously (Marco et al. 2010). Small RNA sequencing data sets for *D. melanogaster* were downloaded from the GEO database (Edgar et al. 2002) (see Supplemental Table S3 for accession numbers) and mapped to *D. melanogaster* microRNA hairpins retrieved from miRBase (v18) with the same parameters as for *D. virilis*. The number of reads mapping to each microRNA hairpin was used as an estimate of its expression level. Data were normalized against the total reads mapping to microRNAs in the given library, except for Figure 2B and Supplemental Figure S4, where total reads mapping to the genome were used instead. There are a few instances of paralogous microRNAs that share identical mature sequence. Because we cannot distinguish which of the loci was the source of the reads detected by deep sequencing, the total number of reads for such sequences was divided by the number of different microRNA loci to which they mapped.

### MicroRNA sequence divergence and evolutionary age

*D. melanogaster* microRNA sequences from miRBase (v18) were used as a query for sequence similarity searches using BLASTN (*w* = 4, *r* = 2, *q* = −3, *e* = 0.01) (Altschul et al. 1990) in the genomes of all sequenced members of the *Drosophila* genus, *Aaedes aegypti, Anopheles gambiae, Glossina morsitans, Bombyx mori, T. castaneum, A. mellifera, Nasonia vitripennis, Acyrthosiphon pisum, Daphnia pulex, Strigamia maritima, Ixodes scapularis, C. elegans, Capitella teleta*, and *Branchiostoma floridae* (see Supplemental Table S1 for list of genome sources and assemblies). The resulting predicted homologs were aligned with ClustalX 2.1 (Larkin et al. 2007), and alignments were inspected manually using RALEE (Griffiths-Jones 2005). The consensus curated alignments were used to build covariance models with INFERNAL v1.1 (Nawrocki et al. 2009), and we searched these models against the genomes of species in which no homologs were identified in the previous step. All hits with an E-value less than 1 were added to the existing alignments for manual inspection. Homologs of the newly discovered *D. virilis* microRNAs were identified using the same approach. MicroRNA evolutionary origins were estimated by parsimony based on the most distant species in which a homolog of a given microRNA could be identified. In the few cases of duplicated microRNAs, ages were assigned based on the oldest member of the microRNA family, even though the duplication might have occurred later in evolutionary history.

One-to-one microRNA orthologs between *D. melanogaster* and *D. virilis* were determined based on reciprocal best BLAST hits. To calculate sequence divergence of the microRNA hairpin, we used substitutions per site and Kimura's two-parameter method (Kimura 1980). The two estimates produced similar results; for simplicity, we present results with the former measure. Again for simplicity, the numbers of substitutions rather than substitutions per site for microRNA mature sequence evolutionary rates are used in Figure 3, as microRNA mature sequences are of approximately equal length (22 ± 2 nt).

MicroRNA transcriptome age and divergence indices (TAI and TDI) were computed as described previously (Domazet-Lošo and Tautz 2010; Quint et al. 2012). Here, TAI is the sum of the expression of microRNAs at a given developmental stage *s* (*e_is_*), weighted by their ages from 1 to 7 (*a_i_*, where number 1 was assigned to the youngest microRNAs conserved only in Drosophilids, and 7 to the oldest microRNAs conserved in all Bilateria) (see Fig. 1A), divided by the total counts of all microRNAs *m* expressed at that stage. As values of 7 correspond to older family ages and 1 to the youngest, high values of TAI reflect older microRNA transcriptome. TDI is calculated in a similar manner, but instead of age, the values for substitutions per site (*n*) are used. Higher TDI values, therefore, reflect expression of fast-evolving genes.

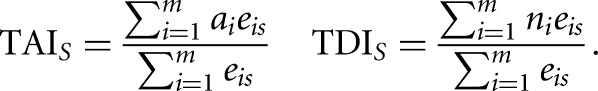

The standard deviation of these values was estimated by bootstrapping 1000 times.

### Immunohistochemistry and in situ hybridization

Approximately 1-kb fragments flanking the mir-310∼313 and mir-309∼6 clusters in *D. melanogaster* and *D. virilis* were amplified from genomic DNA of wild-type flies of the corresponding species, using the following primers: *D. virilis* mir-309∼6 cluster: 5′-TTCAGTTTTGCCAGGCTCTT-3′ (forward) and 5′-TCCCTGCGGTTAAACATAGC-3′ (reverse); *D. virilis* mir-310 cluster 5′-GCAAATCGCTGCTACAGACA-3′ (forward) and 5′-GCCCTTTCAAATGATTAACAGC-3′ (reverse); *D. melanogaster* mir-309/6 cluster: 5′-CAAAGCTTGAGGAATTTGTGC-3′ (forward) and 5′-AGTGTAAGGATCCCGCAGTG-3′ (reverse); *D. melanogaster* mir-310 cluster: 5′-CACTTGCCACTTGCAAAAGA-3′ (forward) and 5′-GCGAATTCCTTCGATTTCCT-3′ (reverse). These fragments served as templates for the synthesis of digoxigenin-labeled antisense RNA probes, and fluorescent in situ hybridization and antibody staining was performed as described previously (Kosman et al. 2004). We used sheep anti-digoxigenin primary and anti-sheep Alexa Fluor 555 secondary antibodies. Results were visualized using a Olympus FV1000 confocal microscope and processed with FiJi (Schindelin et al. 2012).

## DATA DEPOSITION

The sequencing data are deposited in the NCBI Gene Expression Omnibus, with accession no. GSE54009.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

How the deposited data were processed for this re-analysis (not part of the article)

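Small RNA libraries of D. virilis from 9 embryonic stages, larvae and adults were analysed, 1 library per stage and without replicates. The authors removed adaptors with Cutadapt, and the paper describes a filter against annotated noncoding RNAs and mapping to the genome with Bowtie and at most 1 mismatch. The authors deposited, for each library, distinct read sequences with a count for each, and these counts are raw and not normalized. Which of the filtering and mapping steps they precede is not stated. The files hold reads of 17 to 48 nt, and up to 51 nt in the 16–30 h library, so no length filter for microRNAs had been applied. Their totals range from 101004 to 1009798 reads with a median of 615649.

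From these counts, reads of 19 to 24 nt were matched to 15 D. virilis hairpins transcribed by eye from Figs. 4C and 5A. The whole read had to lie within the hairpin with at most 1 mismatch, an undetermined base was a mismatch, and a read matching several hairpins was divided equally among them. A read was given to the 5p or 3p arm by its midpoint. Levels were expressed relative to all reads of 19 to 24 nt without mir-286 and mir-956, a total of 50920 to 646472 reads per library. This total replaces the microRNA reads of the paper, because without a genome or the other hairpin sequences the remaining microRNAs could not be identified. The sequences counted as mir-286 and mir-956 were recognised from the paper's statement that these dominate their libraries. Which of them is embryonic and which adult was assumed.

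Shares of a single library are given with exact Clopper-Pearson 95% intervals, and the smallest share the depth can show is taken as 3 reads of the total, between 0.000464% and 0.00589%. Differences between stages were not tested, since each stage has 1 library. Trends over the 11 stages were tested with Spearman's rho and Pearson's r by permutation, with 100000 resamples, or exactly for fewer than 10 libraries. Adjustment for 4 trends followed Benjamini and Hochberg. The trend was computed again without the 16–30 h library, the only one with reads of 51 nt and with few undetermined first bases.

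The microRNAs named are those the paper names for D. virilis and the 10 with the largest summed RPM, by a rule fixed before the processed files arrived. So were the main settings and their alternatives, which were other treatments of shared reads, exact matches, other read lengths, other totals, median-of-ratios size factors, a window of 2 nt around the most common 5′ end, and other sets of stages. The matching of reads to hairpins from the figures, the definition of sequence families and the thresholds of the additional observations were chosen after the files had arrived and after exploratory looks at them. The alternatives for mir-4 and mir-9a and the total over recurrent families (69 families whose main sequence had at least 500 reads) were added then too. For the ratios of mir-286 and mir-956 to the next family, the design named each library, and the choice of the largest ratio as the value to vary was made after the files had arrived.

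The scripts were tested on simulated libraries with known cluster reads, where the largest deviation was 0% and 2 of 40 trends without a signal had an exact p under 0.05. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Results that need the other microRNAs, namely the number detected per stage, the number detected in all libraries or in any library, the relation of level to breadth, and the share of reads from microRNAs, were left out, as were all comparisons with D. melanogaster and all substitution rates.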

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

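Reads of 25 to 30 nt made up 37.5% of the 0–2 h library and 30.0% of the 2–4 h library, against 4.78% to 7.54% in the other libraries, and drew attention because the paper analyses reads of 19 to 24 nt and attributes reads near 30 nt to the 2S ribosomal RNA. At 0–2 h they were 53514 reads of 19316 distinct sequences. If a single RNA such as a ribosomal RNA were the source, 1 sequence would hold a large part of them, but the most abundant held 2.02%. Ribosomal RNA may have been filtered out before deposition, so this test covers only the deposited reads and not the 2S ribosomal RNA of the paper. Breakdown of longer RNAs without an end preference would leave T at the first base about as frequent as inside the reads. T was the first base of 69.8% of these reads, against a mean of 24.5% at positions 2 to 25. Part of the step between 2–4 h and 4–6 h is arithmetic, since mir-286 reads fill the later libraries. Without the mir-286 and mir-956 families the share was 38.1% at 0–2 h, 34.0% at 2–4 h, 22.4% at 4–6 h, 19.1% at 6–8 h and 6.00% at 16–30 h. The decline then continues over all embryonic stages. Later the share was higher again, at 8.29% in larvae and 12.7% in adults. The share at 4–6 h without these families is still lower than that at 0–2 h by more than 1.5 times, a limit set when the values were roughly known. On the step itself the share went from 30.0% to 6.67% with the families and from 34.0% to 22.4% without them. The latter only just passes the same limit. The mir-286 reads thus account for a large part of the step, and the test shows a remainder only weakly. All 3 predictions were written after these or related values had been seen. Whether the reads map to transposons or other loci could not be tested without a genome. Loss of RNA integrity was examined only as breakdown without an end preference. The first-base values at 0–2 h argue against that form, since T reached at most 40.5% at any inner position. Breakdown with an end preference and a difference in library preparation were not tested, so the pattern cannot be told apart from these. A candidate explanation beside them is that the reads include maternally supplied small RNAs longer than microRNAs, a hypothesis found and examined on the same data.

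The 16–30 h library has 45972 reads of 51 nt, 4.55% of its reads, while the longest read in every other library has 48 nt. They were noticed because the paper does not mention reads of this length. There were 0 reads of 49 or 50 nt in this library and 1072 of 48 nt. Such a gap could come from reads in which no adaptor was found and which were kept in this library only. The paper gives a read length of 50 bp, so this explanation also needs reads of 51 nt, a length the paper does not state. One sequence held 64.9% of them among 4421 distinct sequences, which is consistent with a single abundant RNA longer than the read, and both explanations can hold together. The library also differs in its undetermined first bases, 0.0311% of reads against 2.47% to 7.00% in the others. Both predictions were written after the lengths had been seen. No biological explanation was tested, since the technical ones remain. The reads lie outside the 19 to 24 nt used for the microRNA values.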

How the results depend on the processing

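Of the 73 comparisons with an alternative, 34 were unchanged and 39 moved. Both trends over the stages were the same under every alternative tried. Shares of a single library have narrow sampling intervals, so most changes of the total or of the matching move them beyond the interval.

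For the mir-310∼mir-313 cluster at 0–2 h (25.8%), the mir-309∼mir-6 cluster at 4–6 h (26.6%) and the 6 fast-evolving mature microRNAs at 0–2 h (25.5%), shared reads counted in full gave 47.9%, 37.8% and 47.7%, and only uniquely matching reads 3.56%, 20.9% and 3.34%. The 3p sequence of mir-310 and mir-311 and that of the mir-6 paralogs are identical or nearly so, so these settings count the same reads several times or drop them. Keeping mir-286 and mir-956 in the total gave 25.0%, 5.86% and 24.8%, and dividing by all reads in the file 13.7%, 5.28% and 13.6%. The cluster at 4–6 h falls most because mir-286 is the bulk of that library. Although mir-286 is a member, these settings add it to the total only, so 5.86% and 5.28% are not shares of the whole cluster. Exact matches gave 23.1%, 22.6% and 23.0%, with the total unchanged, so reads with 1 mismatch leave the numerator only. All read lengths gave 13.9%, 17.9% and 13.8%, since longer reads enter the total, and reads of 21 to 23 nt gave 27.0%, 28.7% and 26.7%. With only recurrent families in the total, chosen after seeing the data, the 2 clusters had 30.0% and 29.1%.

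The miR-6-5p share at 4–6 h (62.2%) was 35.6% with shared reads in full, 99.6% with unique reads, 60.8% with exact matches and 61.3% with reads of 21 to 23 nt. At 6–8 h (5.16%) these gave 1.80% in full, 90.3% unique and 4.46% for 21 to 23 nt. The 3p share of the mir-310∼mir-313 cluster (92.3%) was 95.8%, 47.7%, 94.0% and 91.5% in the same order as at 4–6 h. The arm with more reads therefore changed at 4–6 h with shared reads in full, and at 6–8 h and in the cluster with unique reads only. This does not put the main arm in doubt, because shared 3p reads lie in the 3p arm whichever paralog gave them. The divided counts of mir-6 at 4–6 h were 11399 5p and 6941 3p reads. Unique reads exclude the shared 3p sequences, so the arm shares under that setting describe only the reads that differ between paralogs. Exact matches changed the largest ratio of mir-286 to the next family from 28.2 to 30.2 and that of mir-956 from 5.99 to 5.92.

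Not run were all alternatives of the number of microRNAs detected, of those detected in all or in any library, of level against breadth and of the microRNA share of reads, because those results need the other hairpins. Median-of-ratios size factors give no share and were run for the trends only. Neither trend was computed with exact matches only or with other read lengths. The trend of the mir-310∼mir-313 cluster was also not computed with the 5′ end window. The replicate block was not run because each stage has a single library. Depth limits the 2–4 h library most, where 3 reads are 0.00589% of the total. The larval and adult levels of the mir-309∼mir-6 cluster rest on 131 and 3 reads.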

Differences from the paper's values

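The paper's value for the sequencing depth is 20 M reads per sample (M, mega), and the totals in the files have a median of 0.616 M. None of the alternatives set before the files arrived concerns this total.

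The number of reads of miR-92a-3p summed over the libraries was 8561.5, against about 5500 in Fig. 4D, read by eye. With exact matches only it was 5508 and with reads of 21 to 23 nt it was 5115, both within 1.5 times of the paper's value. Shared reads counted in full (8709), only uniquely matching reads (8414), all read lengths (8582.5) and the 5′ end window (8561.5) did not close the gap.

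The paper states that reads near 30 nt are the largest group, ahead of those of microRNA length. In the files, reads of 30 nt made up 0.829% to 5.23% of each library, and the most frequent length was 22 or 23 nt.

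The paper places both excluded microRNAs at least an order of magnitude above the next one in their libraries. The ratio of mir-956 was 5.99 in adults and 1.09 in larvae. For mir-286 it was above 10 in 3 libraries, 28.2 at 4–6 h, 17.7 at 6–8 h and 15.2 at 8–10 h. With exact matches the largest ratios were 5.92 and 30.2.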

Other observations

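Apart from mir-286 and mir-956, which were left out, the 10 sequence families with the largest summed RPM include 3 that match hairpins of Figs. 4C and 5A. They are miR-92b-3p with 771764 RPM, the family shared by miR-310-3p and miR-311-3p with 709207 RPM, and miR-6-3p with 283347 RPM. The other 7 range from 290484 to 1322022 RPM and were not named, since their hairpins are not in the figures.

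The few miR-6-5p reads left at the embryonic stages after 4–6 h were mostly shorter than before. For miR-6-3-5p, the form of 23 nt, AGAGAACGTTCGCTGTTGATGTA, went from 6024 reads at 4–6 h to 100 at 6–8 h and 5 at 16–30 h, while the form 2 nt shorter, AGAGAACGTTCGCTGTTGATG, had 151, 109 and 144 reads. Forms shortened by 1 or 2 nt were 3.04% of the 3 forms at 4–6 h (95% interval 2.63% to 3.50%), 53.1% at 6–8 h (46.1% to 59.9%) and 96.8% at 16–30 h (92.7% to 99.0%). Were all reads of the later libraries to lose 3′ bases alike, miR-5-5p of the same cluster would change as much, but its shortened share rose by 3.04 percentage points, from 12.7% to 15.8%. Shortening does rise slowly there too, to 42.0% at 16–30 h, and for miR-6-3p from 4.85% to 9.93% and 26.2% over the same stages. The change is not limited to 1 hairpin, as miR-6-1-5p went from 25.6% to 73.5% shortened. A separate locus that ends earlier cannot be excluded. The 2-nt-shorter sequence lies in 1 of the transcribed hairpins, and without a genome other copies could not be searched, so the pattern cannot be told apart from that explanation. A hypothesis is that miR-6-5p may be trimmed from its 3′ end before or during its loss. The 2-nt-shorter reads of miR-6-3-5p did not rise in number as the full-length form was lost, so the rising share alone does not show trimming. In larvae the shortened share was 0% of 12 reads for miR-6-3-5p and 40% of 5 for miR-6-1-5p. The 3 predictions were written after the values had been seen, and there is 1 library per stage.

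Reads with an A added at the 3′ end were seen to decrease over the embryonic stages in a few abundant sequences, and the decrease was then tested over the 28 families whose main sequence had at least 2000 reads in all libraries and at least 20, with its forms extended by 1 base, at each of the 9 embryonic stages. It fell in 20 families and rose in 8, with a median rho of −0.433 (exact sign test p = 0.0357, adjusted 0.143 over 8 tests), so it does not pass the correction. Added C fell in 12 and rose in 15, added G in 10 and 14, and added T in 14 and 14. If trimming or sequencing had changed between libraries, the other bases would decrease as well. Over the 8 stages before 16–30 h, C fell in 14 families and rose in 13, G in 9 and 15, and T in 15 and 13. The counts therefore show no common decrease of the other bases. Yet the median share of added C went from 0.634% at 0–2 h to 0.205% at 14–16 h, and that of T from 2.75% to 2.12%. That of G went from 0% to 0.0199%, so this explanation is left open. A decrease due to the 16–30 h library alone would vanish without it, yet 20 families still fell. This rule was changed after its value had been seen, since the fixed cut-off used first gave the opposite reading and did not match the written prediction. Individual microRNAs differ in direction. For miR-92a-3p, whose hairpin continues with a different base, the share with an added A went from 43.5% at 0–2 h (39.1% to 47.9%) to 20.0% at 14–16 h (14.4% to 26.6%). For miR-309-3p the share rose from 7.33% at 4–6 h (6.15% to 8.65%) to 24.6% at 8–10 h (20.8% to 28.8%), its highest value. At 16–30 h it was 13.2% (4.41% to 28.1%). All predictions were written after the first look, and no general decrease is claimed.

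Sequences typical of late stages were present at 0–2 h and 2–4 h and nearly absent at 4–6 h. Apart from mir-956, which is left out as in the total, 9 families were selected for at least 20 reads at 0–2 h and levels more than 10 times those at 4–6 h, both at 0–2 h and in a later library, so the excess itself follows from the selection. They made up 3.09% of the total at 0–2 h, 3.78% at 2–4 h, 0.197% at 4–6 h, 20.0% at 16–30 h and 22.4% in adults. Carry-over from a single later library would give similar ratios for all families. The ratio of 0–2 h reads varied 5.49-fold between the 10th and 90th percentile against 16–30 h, 18.03-fold against larvae and 5.20-fold against adults. A mixture of the 3 later libraries fitted 0.975 of the variance of the 0–2 h values, but with 9 families and 3 coefficients this is a weak test. Carry-over from several libraries and maternal RNA would both look like a mixture, and the files cannot separate them. Both predictions were written after single ratios had been seen.

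Without the microRNA hairpins, the number of sequence families seen in each library was compared with depth. Among 147 families with a main sequence of at least 100 reads, 120 were seen at 0–2 h and 142 at 16–30 h. With every library drawn to 51051 reads (mean of 100 draws), the numbers were 115.2 and 126.2, with the lowest, 111.6, at 4–6 h and the highest, 127.7, at 12–14 h. The order of the libraries changed in part, with a rho of 0.846 between both orders, so depth may account for some of the differences. Over the 11 stages, rho was 0.529 and r 0.623 at the libraries' own depth (permutation p = 0.0969 and 0.0432, adjusted 0.194 and 0.0865 over 2 relations). At equal depth, rho was 0.273 and r 0.256 (permutation p = 0.42 and 0.442, adjusted 0.42 and 0.442). Without the 0–2 h and adult libraries, r was 0.493 and 0.122 (exact permutation p = 0.177 and 0.744). Without the 16–30 h library, rho was 0.529 and 0.236 and r 0.574 and 0.169 (permutation p = 0.118, 0.511, 0.0859 and 0.634). No trend is shown at either depth after adjustment. The families are not the paper's set of microRNAs, and the prediction about depth was written before the draw was made.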
